A study of Homo sapiens with 8 samples. Its data were reported in "Identification of Keratinocyte Growth Factor as a Target of microRNA-155 in Lung Fibroblasts: Implication in Epithelial-Mesenchymal Interactions" (2009).

How the data were processed

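Human fetal lung fibroblasts of the line HFL1 (CCL-153) were transfected with pre-miR-155, a synthetic precursor of the microRNA miR-155, or with pre-miR-Neg, a control precursor. RNA was collected 24 h or 48 h later. A miR-155 extract and its miR-Neg extract were labelled with the dyes Cy3 and Cy5 and hybridised together on a 2-colour spotted array of the RNG/MRC human gene collection. Per the labels there were 2 experiments at each time point, and each pair of extracts was hybridised on 2 arrays with the dyes exchanged. The 8 arrays therefore hold 4 extract pairs.

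The authors deposited 1 table of log2 ratios, with 27648 probes and a value for every probe on all 8 arrays. Per the study's methods, the authors normalised the arrays with limma, by print-tip loess within arrays and quantile normalisation between arrays. Background correction, spot flags and software versions are not given in the sources used here. The mean of each array was 0. The medians with miR-155 in Cy3 and in Cy5 were 0.0097 and -0.014 in experiment 1 at 24 h, -0.0045 and -0.0019 in experiment 2 at 24 h, 0.015 and -0.013 in experiment 1 at 48 h, and 0.0035 and 0.013 in experiment 2 at 48 h. The direction of the ratio is not written in the table. The study's legend and design give it as miR-155 over miR-Neg, and all 28 correlations between arrays were positive (r from 0.079 to 0.80 across probes) without any sign being turned, so the arrays of a dye swap had already been turned the same way. The table holds no intensities, so signal over background is unknown and the number of arrays limits the precision.

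The platform's annotation gave 17711 probes 1 gene symbol and 9937 probes none. Symbols were updated through a RefSeq gene table of assembly GRCh38.p14, 14718 probes by accession, 1816 by current symbol and 1085 by an older symbol, while 92 probes kept the annotation's name. Probes of the same gene were averaged, which affected 2067 of 14533 named genes. Unnamed probes remained as single features and are not named in the text, so 24470 features (called genes below) were tested. No genome or transcript sequences were used here, so the planned count of miR-155 seed sites in 3' UTRs was not run and no positions are given.

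The arrays of a dye swap share their RNA. They were averaged, so that each time point had 2 replicates, the experiments. The study describes them as independent experiments and biological replicates. The 4 averages were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 coefficient per time point), which gives both time points a common estimate of the spread with 2 residual degrees of freedom and 2.70 prior degrees of freedom. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 ratio over 0.5, the thresholds of the study's methods. The difference between time points was tested in the same fit. SD values are over the 2 experiments after averaging each dye swap, so they do not show disagreement between the arrays of a dye swap. On simulated data with the spread of this fit, 24470 features and 200 changed genes in each of 5 draws, the 24 h comparison recovered 54.6% of changes of 1 log2 unit and 94.6% of changes of 2 log2 units, and the 48 h comparison 57.6% and 93.2%. The simulation drew the spread of each gene independently of its change. In the data, the 170 genes with absolute log2 ratios over 1 at 24 h had a median residual SD of 0.39, against 0.14 for all genes. None of the 170 passed at 24 h, so the simulated shares do not hold for such genes.

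The labels give both time points the same experiment numbers, and the sample descriptions give same-numbered samples a shared day, so the numbers pair the samples. As a check, the difference between experiments 1 and 2 at 24 h correlated with that at 48 h at r = 0.029 across genes. A fit with the experiment number as a replicate block was made for every comparison.

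Before the data were examined, 24 gene lists, the thresholds, the alternatives and the rule for naming genes were fixed. Lists were tested with limma's camera over named genes with a preset correlation of 0.01, and with an estimated correlation and with fry beside it. With an estimated correlation, camera takes its p from the 2 residual degrees of freedom, which it does not with the preset one. Cholesterol and fatty acid synthesis at 24 h, with an estimated correlation of -0.03, went from an unadjusted camera p of 0.00074 to 0.067. A call lost with an estimated correlation is therefore not by itself evidence that list members moved together. Counts of list members are given adjusted over all genes and adjusted over the list alone. The first list holds 15 predicted targets that the study selected on these samples. By the naming rule, each time point names the 10 largest falls and 10 largest rises among genes that passed with the same sign on all 4 arrays, the difference between time points the 5 largest in each direction, and each list its 2 largest rises and falls that passed. FGF7 and the other selected targets, RHEB, POLE3, CCN1 (CYR61), ITGB1 and MIR155HG were named in advance. Where under 5 genes passed, the 10 with the smallest p in each direction are given as not passing. The alternatives counted each array as a replicate, modelled the dye swap or the dye, centred or scaled the arrays, kept probes apart, used robust eBayes, other minimum ratios, 1 dye orientation or 1 time point, added the block, or left out each replicate. Fits without the array of 48 h experiment 1 with miR-155 in Cy5, and fits with array weights, were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.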

Results

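The response of HFL1 lung fibroblasts to miR-155 was measured as log2 ratios of miR-155 over miR-Neg on 8 arrays, 4 at 24 h and 4 at 48 h after transfection. Each time point held 2 experiments, each hybridised in both dye orientations. The control is inside every ratio. After normalisation the mean of each array was 0, so a value of 0 is the average ratio on that array. It is the miR-Neg level only if miR-155 did not shift mRNA levels as a whole, which these ratios cannot show. The arrays were not equally reproducible. The arrays of a dye swap correlated at r = 0.80 across probes in experiment 2 at 48 h, 0.59 in experiment 2 at 24 h, 0.22 in experiment 1 at 24 h and 0.20 in experiment 1 at 48 h. The array of experiment 1 at 48 h with miR-155 in Cy5 had an SD of 0.69 across probes, against 0.28 to 0.43 on the other 7 arrays. After averaging each dye swap, the experiments correlated at r = 0.63 at 24 h and 0.50 at 48 h.

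The comparison at 48 h asked which transcripts changed in fibroblasts at the later time point after transfection. TRAM1, a component of the protein translocation machinery of the endoplasmic reticulum, fell the most, with a log2 ratio of -4.28 (SD 0.23, n = 2, adjusted p = 0.017 in limma). TXNRD1, the cytosolic thioredoxin reductase, had a log2 ratio of -3.99 ± 0.54 (SD, n = 2), the serotonin receptor HTR2B -3.56 ± 0.41 and NT5E, the ecto-5'-nucleotidase CD73, -3.18 ± 0.48. The other members of the 10 largest falls were CYP1B1 (-2.94), ANXA3 (-2.90), CCN1 (-2.81), TPGS2 (-2.75), ELL2 (-2.73) and GDF5 (-2.70). The largest rises were those of the interferon-induced genes IFI6 (3.86 ± 0.78, SD, n = 2) and ISG15 (3.23 ± 0.63). HMOX1, the inducible heme oxygenase, reached 2.68 ± 0.86 and the interstitial collagenase MMP1 2.68 ± 0.28. UBE2V1 (2.28), GAL3ST4 (2.21), THEMIS2 (2.18), ATP6AP1 (2.16), RASSF2 (2.08) and the BH3-only gene BMF (1.98) followed. All 20 genes passed with adjusted p between 0.013 and 0.036. The SDs do not show where dye-swap arrays differed. In experiment 1, with miR-155 in Cy3 and then in Cy5 on the widely spread array, NT5E stood at -2.56 and -4.48. GDF5 stood at -1.98 and -4.14, TPGS2 at -2.32 and -4.31 and ELL2 at -1.59 and -3.67. Of the 10 falls, all but ANXA3 (-2.83 and -2.12) were lower on that array. TRAM1 stood at -3.19 with Cy3, against its mean of -4.28. The rises went both ways, with THEMIS2 at 1.33 and 3.27 and BMF at 1.99 and 1.02.

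**Figure D1:**
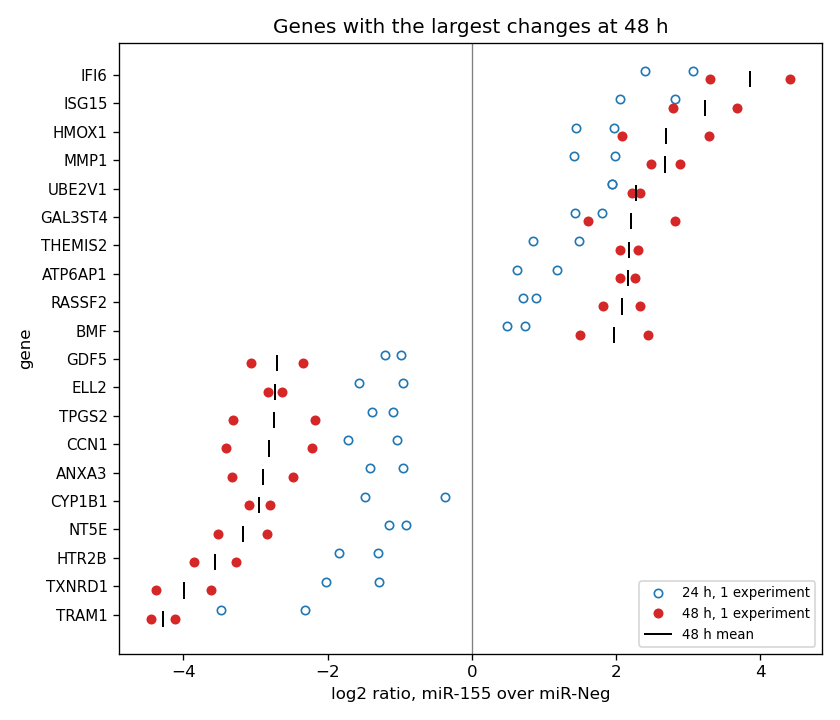
Log2 ratios of miR-155 over miR-Neg (horizontal axis) for the 10 largest falls and 10 largest rises at 48 h (vertical axis), with 1 point per experiment after averaging its dye swap and a bar at the 48 h mean. The 48 h points run from TRAM1, with a mean of -4.28, to IFI6, with a mean of 3.86, and the points of both experiments lie on the same side of 0 for each gene.

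In total 984 of 24470 genes passed at 48 h, 369 up-regulated and 615 down-regulated, and 961 of them had the same sign on all 4 arrays. Of these, 296 up-regulated and 468 down-regulated genes have a name. An absolute ratio over 1 was reached by 125 up-regulated and 272 down-regulated genes. The call depends on the spread taken from both time points and on the pairing. Of the 984 genes, 485 were also called in the paired fit below. Of the 74 passing genes chosen by the naming rule or in advance, 18 were lost in it. The paired fit with the experiment as a replicate block called 549 genes (185 up, 364 down), the 48 h averages alone or with either 24 h experiment left out called 0 genes (2840 at an unadjusted p under 0.05), and leaving out experiment 1 or 2 at 48 h gave 2685 or 4000. Without the widely spread array 1829 genes passed, 955 up-regulated and 874 down-regulated, and scaling the arrays to equal spread gave 132 up-regulated and 373 down-regulated genes in place of 369 and 615.

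The transcripts that the study selected as predicted miR-155 targets fell as a group at 48 h. Of the 15 genes, 10 fell and 5 did not pass (11 fell adjusted over the list alone), none rose, and the median was -0.98. The list was chosen on these samples, so its direction is not independent evidence. SDCBP, encoding the scaffold protein syntenin, had a log2 ratio of -2.66, the histone gene H3-3A -2.31 ± 0.11 (SD, n = 2), the anthrax toxin receptor ANTXR2 -1.80 ± 0.45, RAB11FIP2 -1.40 ± 0.49, FGF7 (keratinocyte growth factor) -1.30 ± 0.25 with adjusted p = 0.040 in limma, and BACH1, a repressor of antioxidant genes, -1.15 ± 0.03. LRRC59 (-0.98), YWHAZ (-0.92), TSPAN14 (-0.76) and CSNK1A1 (-0.69) also passed. TSHZ3 (-0.91), CEP41 (-0.40), TOMM20 (-0.39), TAB2 (-1.26) and SGK3 (-0.10) did not. The dye-swap arrays of both genes disagreed. With miR-155 in Cy3 and Cy5, TAB2 stood at -1.18 and -3.34 in experiment 1 and 0.77 and -1.28 in experiment 2, and SGK3 at -0.65 and 1.55 in experiment 1, the latter on the widely spread array, and -0.62 and -0.68 in experiment 2. In experiment 1, with miR-155 in Cy3 and then in Cy5 on the widely spread array, BACH1 stood at -0.65 and -1.68, ANTXR2 at -1.49 and -2.75 and RHEB at -1.95 and -3.87. FGF7 (-1.51 and -0.73), RAB11FIP2 (-1.39 and -0.72) and YWHAZ (-1.03 and -0.49) were among those nearer 0 on that array. The averages of some genes hide probes that disagree. The lowest and highest probe at 48 h were -1.91 and 0.07 for YWHAZ, -1.31 and -0.08 for CSNK1A1, -1.10 and 0.06 for CEP41, -0.87 and 0.09 for TOMM20, and -1.55 and -1.04 for FGF7. RHEB, an activator of mTOR signalling, fell by 2.43 (SD 0.68, n = 2) and POLE3 by 0.77, with 1 POLE3 probe at -1.71 and the other at 0.16. MIR155HG, the host transcript of the endogenous microRNA, stood at 0.14 and did not pass. The list's camera adjusted p was 5.9e-12, and adjusted p = 0.49 with an estimated correlation.

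Of 30 other targets of miR-155, known from immune and other cells, 1 fell at 48 h, RHOA, the small GTPase of the actin cytoskeleton, with a log2 ratio of -0.60 ± 0.06 (SD, n = 2), and 29 did not pass (1 adjusted over the list alone). Their median was -0.05 (camera adjusted p = 0.28). The study states that BACH1, H3-3A, TAB2, RAB11FIP2, SDCBP, SGK3, TOMM20, TSPAN14 and YWHAZ of its selected targets were already known as targets in immune models. Those of them that fell at 48 h are counted in the first list and not among these 30. The 30 therefore do not stand for all targets known from immune cells. Among 23 genes regulated by BACH1 or NRF2, 2 rose, 3 fell and 18 did not pass (3 and 4 adjusted over the list alone), with no shift of the list (camera adjusted p = 0.95). HMOX1 rose and AKR1C3, an aldo-keto reductase, rose to 1.06 ± 0.03, while TXNRD1 fell and SRXN1, a sulfiredoxin, fell by 1.80 (SD 0.40, n = 2). Without the widely spread array AKR1C3 stood at 0.61 and did not pass (adjusted p = 0.16). The list's median was 0.08 and its mean -0.13.

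Interferon response genes rose as a group at 48 h. Of 30 members 7 rose, 23 did not pass and none fell (18 rose adjusted over the list alone). The median was 0.85, with 0.59 in experiment 1 and 1.17 in experiment 2, and the camera adjusted p was 7.1e-10. The members moved closely together (estimated correlation 0.78). With an estimated correlation, and so on 2 residual degrees of freedom, the list had adjusted p = 0.67 in camera. In fry its adjusted p was 0.20. IFI6 and ISG15 led the list.

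Genes of mitosis moved the other way. Of 38 G2/M genes 17 fell, 21 did not pass and none rose (22 fell adjusted over the list alone). The median was -0.74, with -0.52 in experiment 1 and -0.84 in experiment 2. CCNB1, the mitotic cyclin B1, had a log2 ratio of -1.72 ± 0.09 (SD, n = 2) and the topoisomerase TOP2A -1.71 ± 0.74. In experiment 1 CCNB1 stood at -0.91 with miR-155 in Cy3 and at -2.66 in Cy5, the latter on the widely spread array. The camera adjusted p was 2.9e-17, and adjusted p = 0.49 with an estimated correlation. In fry the adjusted p of the G2/M list was 0.054. Of 29 G1/S and replication genes, 2 fell and 27 did not pass (4 fell and 1 rose adjusted over the list alone), RFC4 at -0.88 and MCM7 at -0.61, both parts of the replication machinery. The median was -0.11 (camera adjusted p = 0.015, adjusted p = 0.67 with an estimated correlation), and without experiment 2 at 48 h this call was lost (median -0.03, adjusted p = 0.70), while the median was -0.20 without experiment 1 at 48 h and -0.23 without the widely spread array. Of 23 p53 targets 5 rose, 1 fell and 17 did not pass (7 and 1 adjusted over the list alone). FDXR rose by 1.34, the BH3-only gene BBC3 (PUMA) by 1.37 and CCNG1, cyclin G1, fell by 1.53. The list median was 0.26 (camera adjusted p = 0.015, adjusted p = 0.67 with an estimated correlation, and median 0.13 with adjusted p = 0.29 without experiment 2 at 48 h).

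The matrix and growth factor programme was mixed at 48 h. Of 18 genes responsive to TGF-beta or YAP, 6 fell, 2 rose and 10 did not pass (10 and 3 adjusted over the list alone), with a median of -0.67 (camera adjusted p = 0.0080, adjusted p = 0.49 with an estimated correlation). The matricellular gene CCN1 and IGFBP3, an insulin-like growth factor binding protein (-2.64 ± 0.08, SD, n = 2), fell, and TGFBI (0.84) and SMAD7 (0.74) rose. Of 34 collagen and matrix genes, 5 rose, 1 fell and 28 did not pass (9 and 2 adjusted over the list alone), with a median of 0.24 (camera adjusted p = 0.015, adjusted p = 0.67 with an estimated correlation, and median 0.07 with adjusted p = 0.49 without experiment 2 at 48 h and 0.38 without experiment 1). The proteoglycan VCAN rose to 1.67 ± 0.40 and TNC, tenascin C, to 1.22 ± 0.06, while THBS1, thrombospondin 1, fell by 2.54. Of 29 secreted growth factors 7 fell, none rose and 22 did not pass (7 fell and 2 rose adjusted over the list alone), led by the Wnt antagonist DKK1 (-2.34 ± 0.19) and BDNF (-1.72 ± 0.21), but the list as a whole was not shifted (camera adjusted p = 0.28). Of 19 matrix proteases and inhibitors 3 rose and 4 fell (camera adjusted p = 0.44), MMP1 and SERPINE2 (1.67, but 1.35 with adjusted p = 0.10 without the widely spread array) rising and ADAMTS1 (-2.14) and RECK (-1.77) falling. Of 27 adhesion genes 4 rose and 2 fell (camera adjusted p = 0.66), ITGB5 (1.72) and JAM3 (1.52) rising and ITGB1 (-1.23 ± 0.06) and CDH2 (-1.12) falling. Of 22 contractility genes 2 rose and 3 fell (camera adjusted p = 0.74), ACTA2, smooth muscle actin, rising to 1.11 and TLN1 to 0.81, MYLK falling by 1.39 and EZR by 0.86. Adjusted over the list alone, 3 proteases rose and 4 fell, 7 adhesion genes rose and 4 fell, and 2 contractility genes rose and 3 fell. Probes of some of these genes differed in size, though not in sign. The lowest and highest at 48 h were 0.58 and 1.85 for TNC and 1.15 and 2.23 for VCAN. They were -2.07 and -0.71 for MYLK and -1.50 and -0.22 for EZR.

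Of 20 genes of cholesterol and fatty acid synthesis 3 rose, none fell and 17 did not pass (7 rose adjusted over the list alone), FADS1 to 1.103 ± 0.04 (SD, n = 2) and IDI1 to 0.69. The median was 0.25 (camera adjusted p = 0.010, adjusted p = 0.49 with an estimated correlation, and adjusted p = 0.076 without experiment 2 at 48 h). Of 36 cytosolic ribosomal proteins 2 fell, RPL17 (-1.70) and RPS7 (-0.997), and 34 did not pass (2 adjusted over the list alone). Without the widely spread array RPS7 stood at -0.42 and did not pass (adjusted p = 0.30). Their median was -0.13 (camera adjusted p = 0.0047, adjusted p = 0.67 with an estimated correlation). This call was lost without the widely spread array (median -0.03, adjusted p = 0.19) and without experiment 1 at 48 h (median -0.085, adjusted p = 0.055). The remaining lists were not shifted at 48 h. The counts of rises and falls were 1 and 2 of 23 apoptosis regulators (BMF up, CASP6 at -0.78 and CYCS at -0.76), 3 and 2 of 25 glycolysis and hypoxia genes (SLC2A3 at 1.30 and CA12 at 0.76, ADM at -1.77 and SLC2A1 at -0.87, but -0.55 with adjusted p = 0.079 without the widely spread array), 1 and 1 of 29 cytokines (IL11 at 1.00, TNFRSF11B at -2.00), and 1 and 1 of 18 fibroblast markers (PDGFRB at 0.55, NT5E). Adjusted over the list alone these counts were 1 and 3, 5 and 2, 1 and 2, and 5 and 2. No member passed of 19 genes of the unfolded protein response, 18 epithelial, 15 endothelial or 18 leukocyte markers, and of 14 microRNA pathway genes none passed over all genes and 2 fell adjusted over the list alone.

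**Figure D2:**
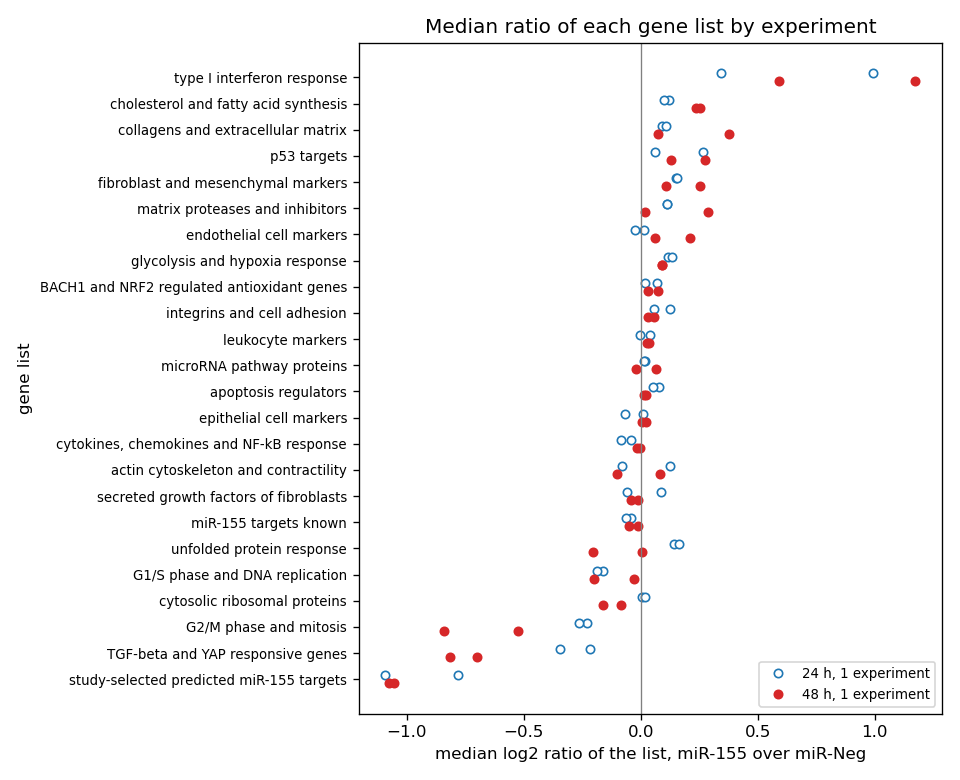
Median log2 ratio of miR-155 over miR-Neg (horizontal axis) of each of the 24 gene lists (vertical axis), with 1 point per experiment and time point after averaging its dye swap. The interferon list has the highest medians, 0.34 and 0.99 at 24 h and 0.59 and 1.17 at 48 h, and the study-selected targets have the lowest at 24 h, -0.78 and -1.09.

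The comparison at 24 h asked which transcripts had changed at the earlier time point. No gene passed in limma, with a smallest adjusted p of 0.099 and 2439 genes at an unadjusted p under 0.05. The 10 genes with the smallest p in each direction had ratios of the same sign on all 4 arrays. UBE2V1, a ubiquitin-conjugating enzyme variant, stood at 1.94 and the 14-3-3 gene YWHAG at 1.49 ± 0.07 (SD, n = 2). RDX (1.84), TMEM181 (1.61), PRRC2C (1.16), SLC39A14 (1.12), the receptor tyrosine kinase inhibitor SPRY2 (1.102), PNMA1 (1.07), CDK14 (1.06) and CTNNB1 (0.85), encoding beta-catenin, were the other positive ratios. The negative ones were TXNDC12 (-1.55), TBCA, a tubulin folding cofactor (-1.53 ± 0.04), TRIP13 (-1.49), ARL2BP (-1.94), HNRPA3 (-1.78), LY6K (-1.43), GYG1 (-1.09), NAA50 (-1.06), H3-3A (-1.73) and INPP5A (-1.12), with adjusted p from 0.099 to 0.11. FGF7 stood at -0.93 ± 0.45 (adjusted p = 0.24), RHEB at -1.56 ± 0.14, POLE3 at -0.81, CCN1 at -1.38 ± 0.48, ITGB1 at 0.29 and MIR155HG at 0.09.

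The count at 24 h depended on how the spread was estimated. The median SD between experiments was 0.073 at 24 h and 0.14 at 48 h. With the 24 h averages alone, or with either 48 h experiment left out, 746 genes passed (331 up, 415 down), without the widely spread array 165 (47 up, 118 down), and with every array as a separate replicate 501 (218 up, 283 down). The paired fit with the replicate block called none, as did the fits that left out 1 of the 24 h experiments.

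At 24 h 6 of the 24 lists were shifted in camera. All 15 study-selected targets had negative ratios, with a median of -0.93, 9 of them falling adjusted over the list alone and none over all genes (camera adjusted p = 3.5e-17, adjusted p = 0.56 with an estimated correlation). As above, the list was chosen on these samples. H3-3A, RAB11FIP2 (-1.37) and ANTXR2 (-1.30) had the lowest ratios and TOMM20 (-0.32) and CEP41 (-0.30) the ratios nearest 0 after averaging probes that disagree, while TAB2 (-1.26), SDCBP (-0.99), TSPAN14 (-0.97), LRRC59 (-0.96), BACH1 (-0.85), TSHZ3 (-0.84), SGK3 (-0.55), YWHAZ (-0.49) and CSNK1A1 (-0.42) lay between. The lowest and highest probe at 24 h were -1.03 and 0.13 for CEP41, -0.67 and 0.04 for TOMM20, -0.96 and 0.11 for CSNK1A1, and -1.61 and -0.01 for POLE3. The interferon list had a median of 0.66, with 0.34 in experiment 1 and 0.99 in experiment 2, and 9 of its 30 members rose adjusted over the list alone (camera adjusted p = 4.6e-12, adjusted p = 0.56 with an estimated correlation). The G2/M list had a median of -0.24, with 35 of 38 members below 0 and 1 falling adjusted over the list alone (camera adjusted p = 9.8e-10, adjusted p = 0.56 with an estimated correlation). In fry the adjusted p was 0.27 for the interferon list and 0.27 for the G2/M list. The G1/S list stood at -0.20, with no member passing adjusted over the list alone (camera adjusted p = 0.00016, adjusted p = 0.56 with an estimated correlation). The p53 targets stood at 0.20, with none passing adjusted over the list alone (camera adjusted p = 0.039, adjusted p = 0.57 with an estimated correlation). This last call was lost without experiment 2 at 24 h (median 0.061, adjusted p = 0.24) and without either experiment at 48 h (adjusted p = 0.057). Genes of cholesterol and fatty acid synthesis stood at 0.13, with 2 rising adjusted over the list alone (camera adjusted p = 0.0036, adjusted p = 0.56 with an estimated correlation). The other 18 lists did not pass. With the replicate block 2 of them did, the other known miR-155 targets (median -0.09, camera adjusted p = 0.050, and 0.014 with the block) and the genes responsive to TGF-beta or YAP (median -0.40, camera adjusted p = 0.11, and 0.031 with the block). Without the block, camera with an estimated correlation gave adjusted p = 0.56 for both lists.

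The direct comparison of 48 h with 24 h asked whether responses grew or shrank. No gene passed in limma (smallest adjusted p = 0.27, 1818 genes at an unadjusted p under 0.05), and the paired fit with the replicate block also called none. With every array as a separate replicate 113 genes passed, and leaving out experiment 1 or 2 at 48 h gave 425 or 3111. The largest differences among the genes with the smallest p were those of IGFBP3 (-2.29), DKK1 (-2.18) and THBS1 (-2.18), which were lower at 48 h, with PPP2CB, NECTIN3, ITGB1, EIF3E, EIF4E, SEPTIN7 and LYPLA1 between -1.59 and -1.09. CD82 (1.39), NDST3 (1.18), PLD2 (1.04), CTNNB1 (1.04), AKR1C3, NAPRT, REEP4, TEAD2, GOLGB1 and RAB39B were higher at 48 h, the last at 0.81. Each of these 20 genes differed in the same direction in both experiments after averaging the dye swap, but the rise of NDST3 came from the arrays with miR-155 in Cy5 alone, and with Cy3 arrays only its difference was -0.29.

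Because no gene passed at 24 h, no share of 24 h genes could be followed to 48 h. With every array as a separate replicate, 398 of the 501 genes changed at 24 h (79.4%) also changed at 48 h in the same direction and none in the opposite one. Of these, 164 were up-regulated at both times, against 6.46 for independent lists, and 234 down-regulated, against 11.8. Across all genes the log2 ratios of the time points correlated at r = 0.60 (Spearman 0.37), and r was 0.49 between experiment 1 at 24 h and experiment 2 at 48 h and 0.44 between experiment 2 at 24 h and experiment 1 at 48 h. Genes are not independent replicates, so these are descriptions of the averages. Of the 984 genes called at 48 h, 914 (92.9%) had the same sign at 24 h, against 60.5% of all genes. The up-regulated genes had median log2 ratios of 0.35 at 24 h and 0.84 at 48 h, and the down-regulated genes -0.42 and -0.93. These genes were selected on their 48 h ratios, so the larger medians at 48 h can come from that selection.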

Values the study reported

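The study reported 474 genes whose expression changed 24 h after transfection of pre-miR-155 and 1404 genes at 48 h. For the 2 FGF7 probes its log2 ratios were −0.78 and −1.12 at the earlier time point and −1.33 and −1.55 at the later one.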

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

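The tests of the interferon pattern, both tests of the larger 48 h ratios, the test of the number of averages at 24 h and the tests of the differences of lists between time points were chosen only after the result was seen.

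Interferon response genes had higher levels with miR-155 at both times, and the list differed between the times by a median of 0.29 (48 h minus 24 h, camera adjusted p = 0.026, adjusted p = 0.00026 with the replicate block, adjusted p = 0.92 with an estimated correlation), rising within each experiment from 0.34 to 0.59 and from 0.99 to 1.17. Leaving out 1 average compares unmatched experiments in part, and the list then differed by -0.074 (adjusted p = 0.76) without experiment 1 at 24 h and 0.0135 (adjusted p = 0.99) without experiment 2 at 48 h, and by 0.55 and 0.53 without experiment 2 at 24 h and experiment 1 at 48 h. A response in 1 experiment alone would put a median at or below 0 in at least 1 dye-swap average, but the lowest of the 4 was 0.34 (bootstrap standard error 0.077), in experiment 1 at 24 h. A dye or array effect would do so on at least 1 array, but the lowest of the 8 medians was 0.25 (bootstrap standard error 0.14). All 8 medians thus lay above 0, which argues against a rise confined to 1 experiment or 1 dye orientation on these arrays. The standard errors are over list members that moved closely together (estimated correlation 0.78). They do not measure the spread between arrays or experiments, and the cut-offs were set after the medians were seen. Whether the rise may come from the sequence of miR-155 or from sensing of 1 synthetic duplex more than the other stays open, because the design holds 1 control precursor, and the larger medians of experiment 2 were not explained.

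Ratios were larger at 48 h than at 24 h. The array of 48 h experiment 1 with miR-155 in Cy5 stood apart from the other 7, with an SD across probes of 0.69 and an SD of 0.613 across the 321 spots assigned to ACTB. Of 5 array measures, these 2 were isolated by Dixon's test over 8 arrays, which chance does in about 1 of 20 groups. That array could not be the whole source, since the spread shared by the dye-swap arrays of experiment 2 alone was 1.66 times as large at 48 h as at 24 h (bootstrap standard error 0.020). The ratio rests on 1 extract pair at each time. Its standard error is over genes, which are not independent, and does not measure variation between experiments. Noise between ACTB and GAPDH spots was larger at 48 h, 1.94 times in experiment 1 and 1.80 times in experiment 2. In experiment 1 the larger values lay on that array, with a spot SD of 0.61 for ACTB and 0.38 for GAPDH. Its dye-swap partner had 0.175 and 0.23, against 0.19 and 0.15 (Cy3) and 0.22 and 0.16 (Cy5) at 24 h. Independent noise does not enter a spread shared by a pair of arrays. The 1.66-fold value therefore argues against spot noise as the whole cause too, and a biological difference between the times remains open as untested.

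No gene passed at 24 h, although 170 genes had absolute log2 ratios over 1. A spread inflated by the array of 48 h experiment 1 with miR-155 in Cy5 is a candidate cause, since 165 genes passed at 24 h without it. Too few averages would keep such changes from passing at 24 h under any spread, but 153 of the 170 genes passed from the same 2 averages with the spread of 24 h alone. The 170 genes were picked by their size in these same averages, and the spread of 24 h alone was smaller. The count therefore shows only that 2 averages sufficed under that smaller spread. It cannot tell whether the low number of averages kept genes from passing under the shared spread, so this stays open. The 170 genes themselves had a median residual SD of 0.39 in the fit of both times, against 0.14 for all genes, so their own spread was wide as well. What else widened the shared spread or the spread of these genes, among it a biological difference between the times, stays open as untested.

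Among the named genes, 5 had positive ratios on all 4 arrays at 24 h and negative ratios on all 4 at 48 h. Their differences, 48 h minus 24 h, were -1.52 for ITGB1, -1.46 for EIF3E, -1.37 for EIF4E, -1.30 for SEPTIN7 and -1.09 for LYPLA1, each with adjusted p = 0.39 in limma, so none passed the test of the difference. Camera called 5 more lists on the difference, with medians of -0.41 for G2/M genes (adjusted p = 1.5e-12), -0.33 for TGF-beta and YAP responsive genes (0.0046, with a median of -0.19 without the widely spread array), -0.17 for cytosolic ribosomal proteins (6.7e-05), -0.14 for the unfolded protein response (0.026) and -0.093 for the study-selected targets (0.026). None of these calls held with an estimated correlation, where the adjusted p ran from 0.86 to 0.92. That test had only 2 residual degrees of freedom, so these losses do not show whether the members moved together. The call of the unfolded protein response was also lost without the widely spread array (median 0.0061, adjusted p = 0.82), with every array as a separate replicate (adjusted p = 0.061), without experiment 2 at 24 h (adjusted p = 0.11) and without experiment 1 at 48 h (median -0.021, adjusted p = 0.50), while without experiment 1 at 24 h and experiment 2 at 48 h its median was -0.23 and -0.27. The ribosomal median was -0.25 without experiment 1 at 24 h. That of the study-selected targets was lost without experiment 1 at 24 h (median -0.096, adjusted p = 0.24), experiment 1 at 48 h (-0.15, adjusted p = 0.13) or experiment 2 at 48 h (-0.27, adjusted p = 0.15), and its median was -0.23 without experiment 2 at 24 h.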

How the results depend on the processing

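Array weights, the fits without the array of 48 h experiment 1 with miR-155 in Cy5 and the list tests on the difference of the times were chosen only after the result was seen. Counts of changed genes depended on how the spread was estimated. They are given for 24 h, 48 h and the difference of the times, against 0, 984 and 0. Every array as a separate replicate gave 501, 1749 and 113, the dye swap as a random block 543, 1830 and 189, and separate arrays with a dye effect per gene 458, 1715 and 31. Separate arrays with array weights gave 921, 2552 and 1427. Without the array of 48 h experiment 1 with miR-155 in Cy5 there were 165, 1829 and 0, and with every other array as a replicate 801, 2318 and 729. MAD scaling gave 35, 505 and 0, arrays with miR-155 in Cy5 only 0, 0 and 0, and those in Cy3 only 176, 1610 and 0. A minimum absolute log2 ratio of 1 left 397 genes at 48 h, and each time point alone gave 746 at 24 h and 0 at 48 h. With a replicate block 549 genes passed at 48 h, 485 of them among the 984, and 18 of 139 named results were lost. All 18 were at 48 h, where 74 of the named results had passed, since none had passed at 24 h or on the difference. The block ended no call of a gene list, added 2 at 24 h and changed no other count by over 1.5 times. Without 1 replicate the counts ranged from 0 to 746, 0 to 4000 and 0 to 3111, and here the spread came from 1 time point alone, with the lone sample assumed to vary like the other group. Median centring, robust eBayes, probes as features, no minimum ratio and the filter on missing values, which removed nothing, kept all 3 counts within 1.5 times.

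Genes shared by both times numbered 398 with every array as a replicate, 156 without that array, and 0 to 590 without 1 replicate, against 0. The lists called numbered 6 at 24 h, 9 at 48 h and 6 on the difference. In fry, cholesterol and fatty acid synthesis held at 24 h (adjusted p = 0.00074) and at 48 h (0.010). TGF-beta and YAP responsive genes (0.034) and the study-selected targets (0.034) held in fry at 48 h. The interferon and G2/M lists passed fry at neither time. An estimated correlation left 0, 0 and 0, fry left 1, 3 and 0, and leaving out 1 replicate gave 5 to 9 lists at 48 h, while the counts at 24 h and on the difference stayed within 1.5 times. The median of the type I interferon response, 48 h minus 24 h, ranged from -0.074 to 0.55 without 1 replicate, with 0.0135 and a reversed camera direction without experiment 2 at 48 h. The ratio of SGK3 at 48 h ranged from -0.65 to 0.45 without 1 replicate and was 0.43 with Cy5 arrays only, and NDST3, 48 h minus 24 h, was -0.29 with Cy3 arrays only. The median of the unfolded protein response, 48 h minus 24 h, turned from -0.14 to 0.0061 without that array of 48 h experiment 1. In these fits no other named gene or called list changed direction. Except where the construction of the fit is named, the cause was not tested. Seed-site alternatives were not run for lack of sequences, and signal over background is unknown.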

Other observations

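Members of the lists outside the naming rule were looked at after their values were seen. Among interferon response genes at 48 h, OAS3 (1.64), IRF9 (1.55), MX2 (1.45), IRF7 (1.34) and OAS1 (0.72) also passed, while IFI44L (2.85), IFIT3 (1.76), IFI44 (1.51), IFIT1 (1.51) and MX1 (1.43) did not, with adjusted p of 0.06, 0.17, 0.08, 0.22 and 0.10 in limma. IRF1 (0.10), STAT2 (0.11), RSAD2 (0.12), IFIT5 (-0.12) and PSMB9 (-0.18) lay close to 0. The G2/M genes CDCA3 (-1.68), CCNB2 (-1.60), BUB1 (-1.58), TPX2 (-1.42), KIF23 (-1.37) and HMMR (-1.36) fell. Among growth factors and their regulators GREM1 (-1.58), WNT5A (-1.12), KITLG (-0.94) and HBEGF (-0.71) fell, as did the TGF-beta or YAP responsive genes CCN2 (-2.04), CRIM1 (-2.03), AXL (-1.36) and ID1 (-1.04). Of the metalloproteases, ADAM9 (-1.58) and ADAMTS5 (-1.54) fell and MMP2 (0.86) rose.

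The number of genes changed at 24 h here was 0 with dye-swap averages and a spread shared by both times, 501 with every array as a separate replicate, 543 with the dye swap as a random block and 746 from the 24 h averages alone. The first of these is lower than the value quoted from the study above. The study's methods do not say whether the arrays of a dye swap counted as separate replicates. The counts here also include unnamed probes and average the probes of a gene, so the values are not like for like.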
